A study of Mus musculus with 6 samples. Its data were reported in "Activated Hedgehog signaling in keratocytes leads to stromal stiffness and impairs corneal regeneration" (2026).

How the data were processed

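RNA was measured in sorted corneal keratocytes of 6 mouse samples, 3 control and 3 Ptch1-ablated. Groups and replicate numbers were read from the sample titles. The age of 10 weeks, the 3 doses of tamoxifen and the interval of 1 month were read from the labels.

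Per the labels, cells were sorted by flow cytometry, RNA was extracted with Trizol and libraries were made with an Illumina TruSeq kit. The paper's methods instead describe ribosomal RNA depletion and sequencing on a BGISEQ platform, and this difference could not be settled from the values. The authors aligned reads to the mouse genome with Bowtie2 (version 2.2.5) and quantified genes with RSEM (version 1.2.12). The genome build, annotation release and strandedness were not stated, so no genomic positions are given, and overlapping or antisense genes and close paralogs are uncertain. The deposited table holds RSEM expected counts per gene that are not normalized, TPM values (scaled by the authors by effective length and to a common sum per library) and FPKM values (scaled by the authors by length and by the fragments of the library). Of the expected counts 18.6% were not whole numbers, because RSEM splits reads that match several genes. The authors' averages per group equalled the means of the 3 columns and were not used further. Genes carry Entrez identifiers and symbols, of which 17478 of 17606 (99.3%) matched a RefSeq gene table of assembly GRCm38.p6, used only for names and for which genes neighbour each other. Strands, and the GC content and transcript length behind one alternative, came from a reference annotation by gene symbol, with GC content and length for 98.7% of the tested genes.

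Library totals were 22477814, 20258414 and 24788039 counts in control replicates 1 to 3 and 22588966, 21729844 and 23530490 in ablated replicates 1 to 3, so that 3 counts, the limit a count of 0 allows, correspond to 0.121 to 0.158 CPM. This limit covers counting error only.

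Expected counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr (13888 of 17606), libraries were scaled by TMM, and groups were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, two-sided, no covariates) with Benjamini-Hochberg adjustment over all genes tested, called the edgeR adjusted p. A gene was called changed at an adjusted p of at most 0.05 and a fold change of at least 2, the thresholds in the study's methods. Log2 fold changes are Ptch1-ablated over control, and the SE was derived from the fold change and the F statistic. CPM denotes counts per 1000000 counts of the TMM-scaled library total. A group with every library at or under 3 counts was taken as at the floor, and its fold is given as a bound. An exact permutation test of 3 against 3 cannot go below p = 0.1 (two-sided), so no such test was used for single genes. FPKM values entered no comparison between groups except a check of the count per FPKM.

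Of the gene lists 9 were tested with fry from limma (two-sided, Benjamini-Hochberg over the 9 lists): Hedgehog components, Hedgehog targets, keratocyte, MSC and fibroblast markers, stromal collagens, collagen fibril organization genes, collagen processing enzymes and SLRPs. The result for the Hedgehog targets is not reported here. A second family of 12 lists served technical tests: YAP and TAZ targets, immediate early genes, hypoxia and glycolysis genes, mitotic genes, sex-linked genes, and markers of corneal epithelium, vascular endothelium, leukocytes, Schwann cells, mural cells, melanocytes and corneal endothelium. Lists, tests, thresholds, alternatives and the rule for naming genes were fixed before the data were examined, except the alternatives and tests said to be chosen later. The rule named members of the lists with Aqp1, Aqp3 and Prrx1, and, among called genes with a mean of at least 100 counts in the higher group and no overlap between groups, the 8 largest rises and the 8 largest falls. Genes named outside it are said to be chosen after their values were seen.

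The edgeR, fry and limma tests were tested on simulated data, with counts drawn from the real means and totals of the 13888 genes. Changes were given to 200 genes, all larger than the 2-fold threshold and in genes with a mean of at least 50 counts. Of these, 170 (85%) were called, together with 3 unchanged genes, and the slope of fitted on true log2 fold change was 1.02. This share does not hold for changes near 2-fold or for weaker genes. With no change simulated, 0 genes were called. Among random unchanged lists 5% had a fry p under 0.05. Counts followed the model that edgeR fits, with dispersions fitted to these libraries. The simulation therefore cannot show how the tests behave where the real spread departs from that model.

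The alternatives chosen in advance were DESeq2, RLE and upper quartile scaling, no low-count filter, a mean count of at least 50, leaving out each library, the replicate number as a block, limma on log2(TPM + 1) and on log2(TPM + 0.1), 3 other thresholds, and camera with a correlation of 0.01 for lists. A correction for GC content and length, thinning to the smallest total, scaling by library totals only, and DESeq2 with unadjusted p were added after seeing the data. GO and KEGG enrichment was not analysed here. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9.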

Results

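Bulk RNA-seq was performed on corneal keratocytes, the resident mesenchymal cells that build and maintain the collagenous stroma of the cornea. The cells were sorted by flow cytometry from 10-week-old mice that had received 3 doses of tamoxifen, 1 month after treatment. In one group tamoxifen switched on the Cre recombinase expressed from Prrx1 (Prrx1-CreERT), which was to remove floxed Ptch1. The other group was the control. Ptch1 encodes the Hedgehog receptor that holds the signal transducer Smo inactive, so its loss is used to switch the pathway on. The question was how sustained Hedgehog signaling alters the transcriptome of keratocytes. Each group had 3 libraries, and the only comparison was Ptch1-ablated against control.

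Estimated counts were given for 17606 genes. Library totals ran from 20258414 to 24788039 counts in the control group (22508089 ± 2264964, SD, n = 3) and from 21729844 to 23530490 in the Ptch1-ablated group (22616433 ± 900637, SD, n = 3). Between 14331 and 15645 genes had a count in a library, and the 13888 genes with enough counts to be tested held 99.9% of all counts. The 10 most abundant genes took 21.6 ± 1.54% of the counts in controls and 15.8 ± 0.728% in ablated libraries (SD, n = 3 each), with Col1a1 alone falling from 5.49 ± 0.423% to 2.95 ± 0.438% (SD, n = 3 each). Across genes, which are not independent replicates, Pearson's r of log2 normalized values lay between 0.893 and 0.957 for libraries of one group and between 0.819 and 0.900 for libraries of different groups. No pair of libraries within a group agreed within sampling noise, since the smallest chi-square per degree of freedom was 35.1. The first principal component held 45.1% of the variance and separated the groups. The second held 22.2% and set control replicate 1 and ablated replicate 2 apart from the other libraries.

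The spread between replicates was much larger than counting error at low abundance. Among genes with a mean of 10 to 30 counts the variance between replicates averaged 19.8 times the mean in controls and 17.1 times in ablated libraries, where counting alone gives a ratio of 1. At means of 100 to 300 counts these ratios were 28.6 and 27.5. The median biological coefficient of variation per gene was 27.4%. Limits drawn from a count of 0 (3 counts, or 0.121 to 0.158 CPM, normalized counts scaled to a common library total, depending on the library) therefore cover counting error only.

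**Figure D1:**
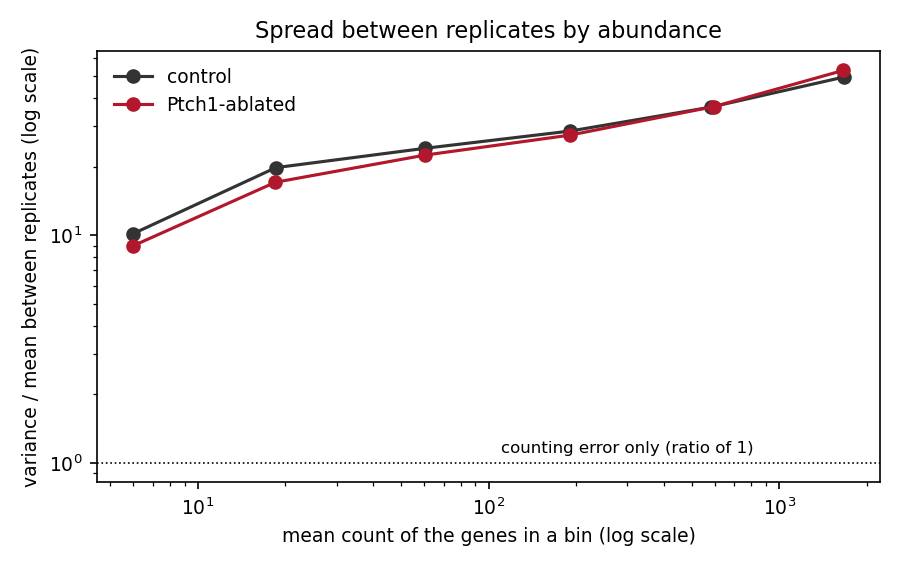
Mean ratio of variance to mean between the 3 replicates of each group (y axis, log scale, no unit) against the mean count of the genes in each abundance bin (x axis, log scale), with the dotted line at the ratio that counting error alone gives. Both groups rise from about 10.1 and 8.97 in the lowest bin to 49.5 and 52.9 in the highest, far above the dotted line.

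The targeted gene was examined first. Ptch1 (Entrez 19206) had 172, 104 and 369 counts in control replicates 1 to 3 and 4348, 5194 and 6230 in the ablated ones, or 9.84 ± 5.60 against 219 ± 32.8 CPM (SD, n = 3 each). The gene total was thus higher in the libraries labelled Ptch1-ablated, with a log2 fold change of 4.47 ± 0.35 (SE, edgeR adjusted p = 6.83e-06). Gene totals do not resolve the deleted exons, so these values neither show nor exclude the deletion, and the labels rest on the other pathway genes. Leaving out 1 library at a time moved the log2 fold change of Ptch1 between 4.18 and 5.03.

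Genes of the Hedgehog pathway were then compared to ask whether the pathway was active. Hhip (Entrez 15245), which encodes a Hedgehog-binding inhibitor, rose from 1.07 ± 0.454 to 1077 ± 61 CPM (SD, n = 3 each), a log2 fold change of 9.97 ± 0.27 (SE, edgeR adjusted p = 2.00e-09). The transcriptional activator Gli1 (Entrez 14632) had 1, 20 and 36 counts in the controls and 3022, 3042 and 3098 in the ablated libraries, a log2 fold change of 7.15 ± 0.54 (SE, edgeR adjusted p = 5.35e-06). Gli2 (log2 fold change 1.75 ± 0.27, SE, edgeR adjusted p = 0.00132) and Bcl2 (1.56 ± 0.22, 0.000783) rose as well. The repressor Gli3 was lower, at 59.7 ± 9.86 against 128 ± 22.2 CPM (SD, n = 3 each, log2 fold change -1.10 ± 0.19, SE, edgeR adjusted p = 0.00317). Smo (0.18 ± 0.24, 0.764), the ligand gene Dhh (1.26 ± 0.77, 0.406), Ccnd1 (0.86 ± 0.32, 0.145) and Mycn (2.14 ± 1.00, 0.254) did not pass an adjusted p of 0.05, each value being a log2 fold change with its SE and edgeR adjusted p. With 1 library left out, the log2 fold change ran from 0.024 (without ablated replicate 2) to 0.40 (without ablated replicate 3) for Smo, from 0.83 (without ablated replicate 1) to 1.80 (without control replicate 3) for Dhh and from 1.43 (without ablated replicate 3) to 2.84 (without control replicate 3) for Mycn. Ihh had too few counts to be tested, and Shh was not analysed here.

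As a list, the Hedgehog components were higher by fry, a two-sided rotation test of a gene list. The 7 pathway components tested had a median log2 fold change of 1.75 (fry adjusted p = 8.03e-05), with 6 members higher and 1 lower. Of these, 5 passed an edgeR adjusted p of 0.05 over all genes and 5 when adjusted over the list alone. The setting that moved this median most was to drop the low-count filter, which added Ihh and gave 3.11.

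**Figure D2:**
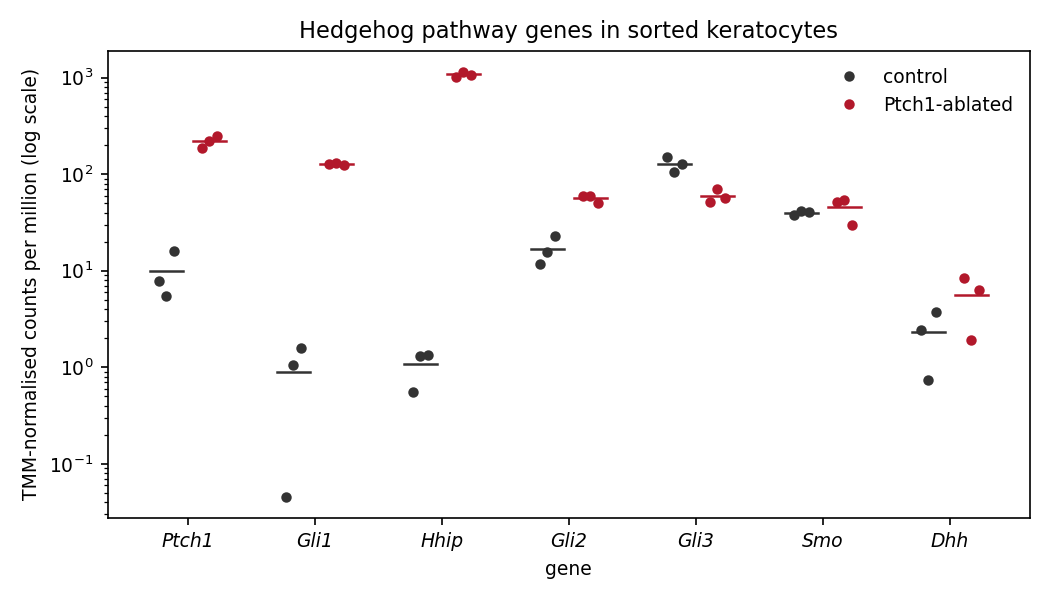
Normalized counts as CPM (y axis, log scale) of 7 Hedgehog pathway genes (x axis) in the 3 control (grey) and 3 Ptch1-ablated (red) libraries, with points for libraries and horizontal lines for group means. Ptch1, Gli1, Hhip and Gli2 lie higher in every ablated library, Gli3 lies lower, and Smo and Dhh overlap between groups.

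Across the transcriptome, 763 of 13888 genes differed at an edgeR adjusted p of at most 0.05 and a fold change of at least 2. Of these, 467 (61.2%) were higher and 296 were lower in Ptch1-ablated keratocytes. Without the fold minimum 1178 genes passed, 650 higher and 528 lower, and 2854 had an unadjusted p under 0.05. In all 763 the groups did not overlap, as was the case for 27.4% of the tested genes, where chance gives 10% with 3 against 3. The controls were at or under 3 counts in every library for 52 of the genes called, and the ablated libraries for 13. Among the alternatives, the largest move of the count came from DESeq2 with an unadjusted p under 0.05 and a fold change over 2, an alternative chosen after seeing the data, with 1514 genes.

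**Figure D3:**
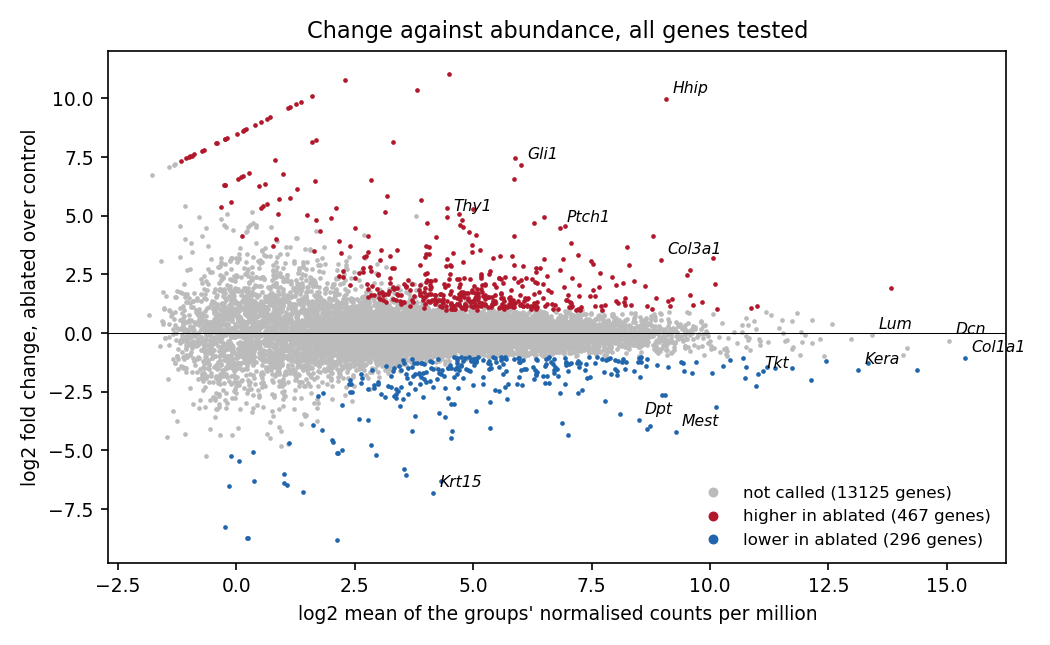
Log2 fold change of Ptch1-ablated over control (y axis) against the log2 of the mean of both groups' CPM (x axis) for each gene tested, with the 467 genes called higher in red, the 296 called lower in blue and the rest in grey. The diagonal line of points at the upper left holds genes without counts in controls, whose fitted fold change depends on the prior count and is no bound.

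The genes with the largest changes were taken by a rule that asked for a mean of at least 100 counts in the higher group and no overlap between groups. The 8 largest rises were Tspan11, Fcrl6, Slc1a1, Gdf10, Hhip, Gjb5, Trhde and Rbp4. All but Hhip were at or under 3 counts in every control library, so that their folds are lower bounds. Tspan11 (Entrez 68498) was at least 284-fold higher at 44.8 ± 9.90 CPM (SD, n = 3, edgeR adjusted p = 2.79e-07). Slc1a1 was at least 178-fold higher at 28.0 ± 7.94 CPM (SD, n = 3, edgeR adjusted p = 1.81e-06), and Fcrl6 at least 62.0-fold. For Gdf10, Gjb5, Trhde and Rbp4 the bounds were 38.2, 32.5, 30.2 and 27.6-fold, with edgeR adjusted p of 0.00186, 0.00134, 0.00153 and 0.00275. The 8 largest falls were Nell1, Krt15, Adamts13, Mrap2, Egfl6, Duoxa1, Spsb4 and Krt5. Nell1 was at least 67.7-fold and Adamts13 at least 40.9-fold lower, since the ablated libraries were at the floor (edgeR adjusted p 0.000140 and 0.00183). Mrap2 fell from 39.3 ± 5.35 to 0.492 ± 0.226 CPM (SD, n = 3 each, log2 fold change -6.31 ± 0.40, SE, edgeR adjusted p = 1.49e-06). Krt15 (-6.82 ± 0.91, 0.000496), Egfl6 (-6.05 ± 0.94, 0.00151), Duoxa1 (-5.81 ± 0.64, 0.000103) and Spsb4 (-5.18 ± 0.95, 0.00461) are given with the log2 fold change, its SE and the edgeR adjusted p. Krt5 (-5.10 ± 1.27, 0.0264) lost its call with DESeq2 (-5.12), with the replicate block (-6.38) and without control replicate 2 (-5.13) or 3 (-4.60) or ablated replicate 2 (-4.53) or 3 (-4.52). Ablated replicate 1 held every count of Krt15 and Krt5 in that group, and without it their fitted log2 fold changes were -12.6 and -10.6. Both are also on the list of epithelial markers. The value of Egfl6 was -9.82 without ablated replicate 1, and that of Spsb4 -7.78 without ablated replicate 2. Among abundant genes, Mest, chosen after its values were seen, fell from 1176 ± 44.1 to 63.9 ± 6.14 CPM (SD, n = 3 each, log2 fold change -4.20 ± 0.14, SE, edgeR adjusted p = 9.11e-09).

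Markers of keratocytes, mesenchymal stem cells (MSCs) and fibroblasts were compared to ask whether cell identity changed. The study, which had these libraries, named the markers, so the lists are not independent of them. The 5 keratocyte markers were all lower, with a median log2 fold change of -1.59 (fry adjusted p = 0.000174), and all 5 passed an edgeR adjusted p of 0.05 both over all genes and when adjusted over the list alone. Keratocan (Kera, Entrez 16545) fell from 13452 ± 860.1 to 4472 ± 918 CPM (SD, n = 3 each, log2 fold change -1.59 ± 0.13, SE, edgeR adjusted p = 1.08e-05). Tkt fell from 3163 ± 237 to 951 ± 144 CPM (-1.73 ± 0.13, 5.08e-06), Aldh1a1 from 372 ± 14.6 to 111 ± 15.2 CPM (-1.74 ± 0.14, 1.08e-05) and Cd34 from 555 ± 78.1 to 261 ± 27.0 CPM (-1.09 ± 0.14, 0.000434), with the SD over n = 3 libraries each and the edgeR adjusted p. Aldh3a1, the most abundant of these genes, fell by less than 2-fold, from 22167 ± 1446 to 14342 ± 1278 CPM (SD, n = 3 each, -0.63 ± 0.089, SE, edgeR adjusted p = 0.000727), a call lost in limma on log2(TPM + 1), where the value was -0.42.

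The 3 MSC markers were higher, with a median log2 fold change of 1.55 (fry adjusted p = 8.03e-05, 3 genes past the threshold over all genes and 3 when adjusted over the list alone). Thy1, which encodes CD90, rose from 1.36 ± 0.234 to 42.1 ± 0.909 CPM (SD, n = 3 each, log2 fold change 4.95 ± 0.30, SE, edgeR adjusted p = 8.11e-07). Nt5e, for CD73, rose from 3.51 ± 0.371 to 10.3 ± 0.496 CPM (1.55 ± 0.40, SE, edgeR adjusted p = 0.0334), and Eng, for CD105, from 521 ± 19.9 to 726 ± 108 CPM (0.48 ± 0.13, SE, edgeR adjusted p = 0.0424, SD, n = 3 each). Both calls were marginal. The vascular endothelial list was higher as a whole too, so a rise of Eng from such cells in the libraries is not excluded. Of the 6 fits that left out 1 library, Eng passed only without ablated replicate 3 (0.55) and Nt5e only without control replicate 1 (1.57). Over all alternatives the adjusted p ran from 0.00377 to 0.169 for Eng and from 0.00379 to 0.135 for Nt5e. Upper quartile scaling lost the call of Eng (0.43), dropping the low-count filter that of Nt5e (1.55), and the replicate block both (0.47 and 1.56). Of the 3 fibroblast markers (median 1.40, fry adjusted p = 0.000174, 2 genes past the threshold over all genes and 2 when adjusted over the list alone), Tnc rose from 1.69 ± 0.947 to 19.4 ± 3.94 CPM (3.52 ± 0.50, SE, edgeR adjusted p = 0.000766) and Acta2 from 68.2 ± 6.53 to 179.7 ± 23.3 CPM (1.40 ± 0.16, SE, edgeR adjusted p = 0.000147), with the SD over n = 3 each. Acta2 is also on the list of mural cell markers, which was higher as a whole. Vim did not pass and its libraries overlapped between groups, at 584 ± 49.9 and 651 ± 38.8 CPM (SD, n = 3 each, 0.16 ± 0.12, SE, edgeR adjusted p = 0.522). Its value ran from 0.099 without control replicate 3 to 0.37 in both limma fits, on log2(TPM + 1) and log2(TPM + 0.1), where the lowest limma adjusted p was 0.0595.

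The stromal matrix was compared next. The 7 genes of collagen types I, V, XII and XIV were all lower, with a median log2 fold change of -0.94 (fry adjusted p = 0.00190), 5 of them past an edgeR adjusted p of 0.05 over all genes and 7 when adjusted over the list alone. Col1a1 fell from 58318 ± 5885 to 27889.7 ± 4218 CPM (SD, n = 3 each, log2 fold change -1.06 ± 0.11, SE, edgeR adjusted p = 6.86e-05), and Col1a2 from 22801 ± 3222 to 11910.2 ± 840.3 CPM (SD, n = 3 each, -0.94 ± 0.11, SE, edgeR adjusted p = 0.000125). Col5a1 (-1.44 ± 0.18, 0.000254) and Col5a2 (-1.39 ± 0.14, 4.45e-05) fell by more than 2-fold, where each bracket gives the log2 fold change with its SE and the edgeR adjusted p. Col14a1 (-0.84 ± 0.18, 0.0125) lost its call without control replicate 3 (-0.65), ablated replicate 2 (-0.77) or ablated replicate 3 (-0.83), and in both limma fits (-0.61 and -0.62). Col5a3 (-0.45 ± 0.19, 0.205) and Col12a1 (-0.36 ± 0.13, 0.113) did not pass over all genes, and Col12a1 did so without ablated replicate 2 (-0.52) and with the GC and length correction (-0.55), an alternative chosen after seeing the data.

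Among genes of collagen fibril organization, a list the study drew from its changed genes in these same libraries and hence no independent evidence, all 14 were lower (median -1.09, fry adjusted p = 5.39e-05). Of these 12 passed an edgeR adjusted p of 0.05 over all genes and 14 when adjusted over the list alone. Dermatopontin (Dpt) fell the most of them, from 671 ± 51.9 to 51.5 ± 14.6 CPM (SD, n = 3 each, log2 fold change -3.70 ± 0.21, SE, edgeR adjusted p = 5.29e-07). Lmx1b, Sfrp2, Adamts2 and P3h4 had log2 fold changes of -1.06 ± 0.21, -1.12 ± 0.20, -1.33 ± 0.21 and -1.06 ± 0.17 (SE), and Lox of -0.80 ± 0.15 (SE, edgeR adjusted p = 0.00577). The 2 genes that did not pass over all genes were Optc (-3.31 ± 0.96, SE, edgeR adjusted p = 0.0540) and Crtap (-0.62 ± 0.18, SE, edgeR adjusted p = 0.0589). Both passed with DESeq2 (-3.33 and -0.61). Optc also passed in limma on log2(TPM + 1) (-2.20) and log2(TPM + 0.1) (-3.46) and with libraries thinned to the smallest total (-3.46), an alternative chosen after seeing the data. Crtap also passed with upper quartile scaling (-0.67), no low-count filter (-0.62), a mean count of at least 50 (-0.62), the replicate block (-0.61) and without control replicate 3 (-0.77). The call of Lox was lost in both limma fits (-0.58 and -0.59). The wider list of 23 collagen processing enzymes moved little, with a median of -0.25 (fry adjusted p = 0.00243), 17 members lower and 6 higher, 5 genes past the threshold over all genes and 6 when adjusted over the list alone. This call was lost in both limma fits, where the median was -0.046, with fry or camera adjusted p from 5.91e-05 to 0.0692 over the alternatives. Lox, P3h4 and Adamts2, which passed, are also on the fibril organization list, as are all stromal collagens that passed over all genes. Neither the enzymes nor the stromal collagens are thus separate evidence from that list. Plod1 fell from 2287 ± 112 to 1382 ± 129 CPM (SD, n = 3 each, -0.73 ± 0.11, SE, edgeR adjusted p = 0.00106), while Pcolce (-0.41 ± 0.10, SE, edgeR adjusted p = 0.0316) lost its call in both limma fits (-0.20), by library totals only (-0.24), with the replicate block (-0.41) and without control replicate 1 (-0.39) or 2 (-0.40) or ablated replicate 1 (-0.42) or 2 (-0.35).

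The small leucine-rich proteoglycans (SLRPs), which bind collagen fibrils, did not move together. The 16 members tested had a median log2 fold change of 0.31, with 9 higher and 7 lower (fry adjusted p = 0.235). Without control replicate 1 this median was -0.0041, and without ablated replicate 3 it was 0.14. Scaled by library totals only, an alternative chosen after seeing the data, it was 0.49 (fry adjusted p = 0.0273, with a range of 0.0273 to 0.855 over the alternatives). Of the members 7 passed an edgeR adjusted p of 0.05 over all genes and 8 when adjusted over the list alone. Besides Kera, biglycan (Bgn) fell from 4189 ± 49.3 to 2636 ± 160.4 CPM (SD, n = 3 each, -0.67 ± 0.093, SE, edgeR adjusted p = 0.000648), and Tsku had a log2 fold change of -1.34 ± 0.24 (SE, edgeR adjusted p = 0.00419). Fibromodulin (Fmod) rose from 1256 ± 86.0 to 2797 ± 145 CPM (SD, n = 3 each, 1.15 ± 0.10, SE, edgeR adjusted p = 2.07e-05), asporin (Aspn) from 5.52 ± 1.87 to 64.9 ± 10.3 CPM (SD, n = 3 each, 3.55 ± 0.29, SE, edgeR adjusted p = 9.43e-06), and Prelp from 2361 ± 71.1 to 3525 ± 242 CPM (SD, n = 3 each, 0.58 ± 0.10, SE, edgeR adjusted p = 0.00241). Omd (2.08 ± 0.54, SE, edgeR adjusted p = 0.0320) kept its call in 1 of the 6 fits that left out 1 library, that without control replicate 3 (3.00). Decorin (Dcn, -0.32 ± 0.13, SE, edgeR adjusted p = 0.177), lumican (Lum, -0.072 ± 0.12, SE, edgeR adjusted p = 0.812) and Ogn (0.14 ± 0.16, SE, edgeR adjusted p = 0.690) did not pass, and their libraries overlapped between groups. However, Dcn passed without ablated replicate 3 (-0.48), with the replicate block (-0.33) and with the GC and length correction (-0.42). The sign of Lum turned without control replicate 3 (0.027) or ablated replicate 2 (0.023), in both limma fits (0.13) and by library totals only (0.097), and Ogn ran from 0.027 without ablated replicate 3 to 0.36 in both limma fits. With camera, which presets the correlation between genes, the same 8 of the 9 lists passed as with fry. Several of these lists share members, so they are not separate results.

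**Figure D4:**
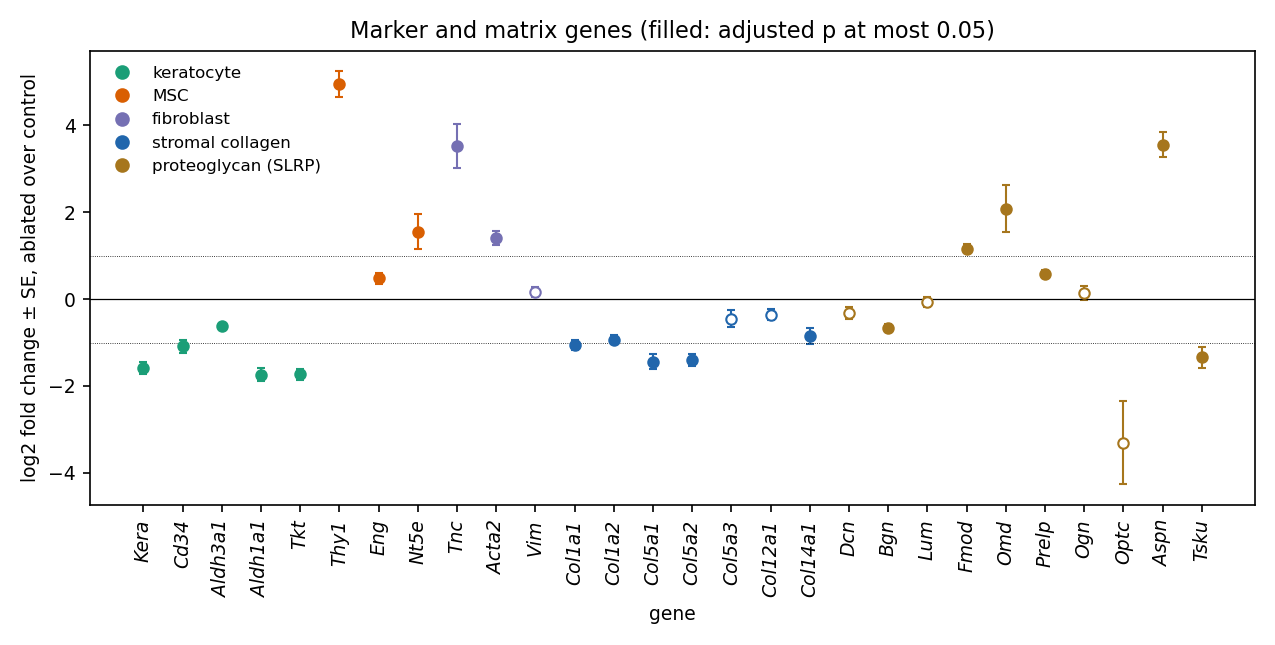
Log2 fold change of Ptch1-ablated over control (y axis, error bars SE of the fit on 3 libraries per group) for genes of the keratocyte, MSC, fibroblast, stromal collagen and SLRP lists (x axis), filled where the edgeR adjusted p was at most 0.05. The keratocyte and collagen points lie below 0, the MSC and fibroblast points above it, and the SLRPs on both sides.

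The water channel genes Aqp1 and Aqp3 and the Cre driver gene were also compared. Aqp1 fell from 7266 ± 521 to 3670.2 ± 316 CPM (SD, n = 3 each, log2 fold change -0.99 ± 0.10, SE, edgeR adjusted p = 5.61e-05), just short of 2-fold. Aqp3 fell from 24.3 ± 4.74 to 7.73 ± 0.810 CPM (SD, n = 3 each, -1.65 ± 0.29, SE, edgeR adjusted p = 0.00369). Prrx1 was present in both groups and lower in ablated cells, at 181 ± 18.9 against 295 ± 13.4 CPM (SD, n = 3 each, -0.71 ± 0.14, SE, edgeR adjusted p = 0.00610). This call was lost in both limma fits, where the log2 fold change was -0.50 and -0.51. The paper calls Prrx1-CreERT a knock-in line and does not state whether the controls carried it. The fall of Prrx1 therefore cannot be assigned to loss of Ptch1 rather than to the Cre allele.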

Values the study reported

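The study reported 1767 differentially expressed genes between Ptch1-deficient and control keratocytes, taken at a log2 fold change above 1 with p below 0.05.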

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

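The GC and length correction, thinning, scaling by library totals only and DESeq2 with an unadjusted p were tests chosen after seeing the data. The replicate numbers did not pair the samples: deviations from the group means correlated at -0.046, -0.049 and 0.039 for the same-numbered pairs. With the replicate block 663 genes were called, 637 of them among the 763. With the block all 9 lists stayed on the same side of the threshold, and of the single genes Eng, Nt5e, Pcolce, Krt5, Krt12, Col9a1, Col20a1 and Ddx3y did not pass an edgeR adjusted p of 0.05 while Crtap and Dcn did.

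The largest moves in the count of changed genes came with other thresholds. An unadjusted p under 0.05 with a fold change over 2 gave 1250 genes (730 higher, 520 lower). Dropping the fold minimum gave 1178 (528 lower), and an adjusted p of at most 0.01 gave 304 higher. DESeq2 with the unadjusted threshold gave 1514 (917 higher, 597 lower). At the main thresholds DESeq2 gave 1025 genes, 752 of them shared with the main calls, none in the opposite direction. RLE scaling, upper quartile scaling, no filter and a mean count of at least 50 gave 758, 765, 796 and 747 genes, with 757, 735, 736 and 706 shared. The GC and length correction, thinning and library totals only gave 782, 780 and 867 genes, with 717, 756 and 701 shared. In limma on log2(TPM + 1) and log2(TPM + 0.1) 1051 and 943 genes were called, with 658 and 656 shared. Across the 6 fits that each left out one replicate the count ran from 628 (without ablated replicate 1 or 3) to 781 genes (without control replicate 1), 351 to 495 higher and 247 to 286 lower.

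Scaling shifted the balance of rises and falls. In limma on log2(TPM + 1) 768 genes were higher and 73.1% of the calls were rises, against 61.2% in the main comparison, and with log2(TPM + 0.1) the share was 73.4%. By library totals only it was 73.0%. Upper quartile scaling moved it the other way, to 57.4% (439 higher, 326 lower), with the median of all tested genes at -0.041. The limma fits and library totals only moved the median log2 fold change of all tested genes to 0.19, 0.22 and 0.17, so changes in them are relative to that shift. Scaling by library totals only leaves out the TMM factors, which were 0.922 to 0.970 in controls and 1.04 to 1.08 in ablated libraries. Its shift follows from that. The TPM values in the limma fits also carried no TMM factors, but the cause of their shift and of that with upper quartile scaling was not tested.

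The log2 fold change of Ptch1 and 7 of the 9 lists kept their direction and their side of the threshold under every alternative run for them. The collagen processing enzymes fell short under limma on log2(TPM + 1), with a median of -0.046 (fry adjusted p = 0.0692), and on log2(TPM + 0.1), also -0.046 (0.0549); their fry adjusted p was otherwise 5.91e-05 to 0.0273 with all libraries kept. The SLRPs passed only by library totals only (0.49; fry adjusted p = 0.0273), where the shift of all genes adds to the median. Their median ran from -0.0041 to 0.39 across the 6 fits that each left out one replicate, the lowest without control replicate 1; the cause was not tested.

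Of 97 single genes followed, 84 had an edgeR adjusted p of at most 0.05, and 67 of these kept it with the same sign under every alternative (71 when leave-one-out fits are set aside). Over settings that kept all libraries, 28 comparisons became weaker, 14 became stronger and 3 reversed. All 3 reversals were of Lum, whose log2 fold change of -0.072 became 0.13 in both limma fits and 0.097 by library totals only, each smaller than the shift of all genes. Lum ran from -0.21 to 0.027 across the 6 leave-one-out fits.

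Zeros among low-count genes were far more frequent than counting error gives. In genes with a mean of 20 to 100 counts within a group, 352 of 2248 (15.7%) in controls and 234 of 2291 (10.2%) in ablated cells had a library without any count, where counting error at this depth gives 1.29e-06 and 4.10e-07 genes, so absence in 1 library at this level carries little weight. Control replicate 1 held 217 of these zeros and ablated replicate 2 held 131, the most in each group.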

Other observations

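The main edgeR comparison, the fry tests of the second list family and the alternatives chosen in advance were fixed before the data were examined. The other tests below were chosen only after the results they bear on were seen. The lists of marker genes were fixed earlier except that of chaperones.

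At an edgeR adjusted p of at most 0.05 and a fold change of at least 2, 763 genes were called here. That is lower than the number quoted from the study above. With an unadjusted p under 0.05 and a fold change over 2, the counts were 1250 with edgeR and 1514 with DESeq2. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes as the real one, which is the real split itself; the others gave 0 calls. With 10 splits the share cannot fall under 0.1, so this design cannot tell a chance arrangement apart by counting splits. Several technical causes are argued against. Removing each library's trend on GC content and length left 717 of the genes called. Mean totals differed by 0.481% between groups, less than the spread within them. Leaving the 10 most abundant genes out before scaling left 756 of 758 calls.

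The rise of Ptch1 itself in Ptch1-ablated cells is the value most at odds with a plain reading of the labels. Swapped labels are argued against by Gli1, whose log2 fold change was 7.15 in the direction expected of Ptch1 loss, together with Hhip. A candidate explanation is that Ptch1 is induced by the pathway it inhibits, so that a transcript lacking the deleted exons, or the intact transcript of cells that escaped deletion, accumulates. No test of this is given here. Gene totals cannot separate these sources. Exon-level reads would.

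Collagen genes did not fall as a family. Of the 37 collagen genes tested, 5 were called lower (Col5a1, Col6a3, Col20a1, Col5a2 and Col1a1) and 7 higher (Col9a1, Col4a1, Col18a1, Col8a1, Col3a1, Col24a1 and Col22a1), with a median log2 fold change of 0.12, or 0.28 by library totals only, where all tested genes shifted to 0.17. At an edgeR adjusted p of 0.05 without the fold minimum 7 were higher and 7 lower. With the GC and length correction these numbers were 7 and 10, and Col1a2 was called lower as well. These genes outside the stromal list were chosen after their values were seen. Col9a1 was no longer called with upper quartile scaling or the GC and length correction, Col20a1 and Col1a1 were not called by library totals only, and in leave-one-out fits Col9a1 kept its edgeR adjusted p of at most 0.05 only without ablated replicate 2 (1.27) and Col20a1 only without control replicate 1 (-1.18). Both lost it with the replicate block (0.96 and -1.09), and Col20a1 in both limma fits (-0.79 and -0.88). Col3a1 rose from 105 ± 48.0 to 899 ± 159.8 CPM (SD, n = 3 each, 3.10 ± 0.30, SE, edgeR adjusted p = 3.53e-05), while Col5a2, which the RefSeq table places next to it, fell (-1.39 ± 0.14, SE, 4.45e-05). In ablated cells Col3a1 exceeded Col5a2 (686 ± 40.2 CPM), and in controls it was far below (1803 ± 329.8 CPM). With the SLRPs, in which Aspn and Fmod rose and Kera, Bgn and Tsku fell, matrix genes thus moved both ways in these libraries. Of the abundant ones, Col1a1, Col1a2 and Kera fell. Dcn (-0.32, edgeR adjusted p = 0.177) and Lum (-0.072, 0.812), also abundant, did not pass in the main fit. No technical explanation specific to these changes was tested.

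Cell type markers were examined for a change in the cells sorted. Median log2 fold changes, with fry adjusted p over the 12 lists, were 1.14 (0.00176) for vascular endothelium, 0.85 (0.000877) for mural cells, 0.43 (0.0113) for Schwann cells, 0.12 (0.383) for leukocytes, 0.34 (0.0761) for corneal endothelium, 0.23 (0.570) for melanocytes and -1.35 (0.0122) for corneal epithelium. For state they were 0.66 (0.000877) for immediate early genes, 0.99 (0.00161) for mitotic genes, 0.50 (0.0122) for hypoxia and glycolysis genes, 0.29 (0.0122) for YAP and TAZ targets and -0.38 (0.0715) for the 3 sex-linked genes tested. The counts of members past an edgeR adjusted p of 0.05 over all genes and adjusted over the list alone were 8 and 12 of 15 for vascular endothelium, 5 and 6 of 12 for mural cells, 1 and 1 of 11 for Schwann cells, 3 and 3 of 15 for leukocytes, 5 and 6 of 10 for corneal endothelium, 0 and 0 of 4 for melanocytes and 5 and 5 of 10 for corneal epithelium. They were 12 and 15 of 20 for immediate early, 1 and 0 of 23 for mitotic, 5 and 15 of 23 for hypoxia and glycolysis, 4 and 6 of 14 for YAP and TAZ and 1 and 1 of 3 for sex-linked genes. Setting genes at the floor to their bounds left the mitotic and epithelial medians at 0.99 and -1.35. The lists share genes with those of the report, namely Nt5e (YAP and TAZ), Acta2 (mural), Aqp1 (corneal endothelium) and Aldh3a1 (epithelium, but the most abundant keratocyte marker here). Over the 5 scalings 3 lists changed call: leukocytes with the GC and length correction (0.13, fry adjusted p = 0.00507), sex-linked genes with that correction (-0.40, 0.0234) and corneal endothelium by library totals only (0.52, 0.00327). With camera, the YAP and TAZ targets (camera adjusted p = 0.0748) and the Schwann cell markers (camera adjusted p = 0.0942) lost their call. Ddx3y fell (-1.90 ± 0.47, SE, edgeR adjusted p = 0.0265), a call kept in 1 of 6 leave-one-out fits, without control replicate 1 (-2.14), and lost with the replicate block (-1.86) and in both limma fits (-1.17 and -1.58), while Eif2s3y (-0.38 ± 0.38, SE) and Uty (-0.11 ± 0.75, SE) did not pass. Among YAP targets Ccn2 (2.12 ± 0.15, SE) and Ccn1 (1.06 ± 0.11, SE) rose, while F3, chosen after its values were seen, fell (-1.85 ± 0.17, SE, edgeR adjusted p = 2.68e-05).

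Of the 15 vascular endothelial markers 13 were higher, Vwf rising from 80.5 ± 8.54 to 290.0 ± 28.2 CPM (SD, n = 3 each, 1.85 ± 0.15, SE, edgeR adjusted p = 1.03e-05) and Tie1 from 14.4 ± 7.16 to 61.5 ± 7.51 CPM (2.10 ± 0.35, SE, 0.00244). Kdr, the most abundant of them, went the other way, from 553 ± 87.3 to 420.4 ± 15.7 CPM. It did not pass (-0.40 ± 0.14, SE, edgeR adjusted p = 0.112), except without control replicate 1 (-0.51), with DESeq2 (-0.39) and with the GC and length correction (-0.51). Its high level in controls would hide a small share of added vascular cells. A lower share of keratocytes would raise the markers of every other type alike. Leukocyte markers, of which Laptm5, Cd74 and Itgam passed, had a median of 0.12, 1.03 below that of the vascular list (permutation test over the 15 and 15 genes, two-sided, 100000 resamples, p = 0.00396; genes are not independent replicates), which argues against it as the whole cause. With the GC and length correction the leukocyte list passed (median 0.13, 11 of 15 higher, fry adjusted p = 0.00507), with the vascular median at 1.08. In the main fit the Schwann cell list rose too (median 0.43, fry adjusted p = 0.0113). Corneal endothelium and melanocytes did not pass there, and corneal epithelium fell. A lower share of keratocytes thus stays open as a part of the cause. A larger share of vascular cells in the ablated preparations is consistent with the 13 higher markers and with the mural list, which shares Acta2 with the fibroblast list. Since every library is a mixture, expression of these genes by keratocytes themselves stays open, as an untested effect of Ptch1 ablation.

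All 20 immediate early genes were higher, led by Jun (1.45 ± 0.13, SE, edgeR adjusted p = 2.17e-05), Fosb (1.18 ± 0.13, SE, 0.000107) and Nr4a1 (1.15 ± 0.14, SE, 0.000183). Library scaling is argued against as the cause, because the lowest median over 5 scalings was 0.61. Stress during digestion and sorting could raise these genes. The 11 chaperone genes, of which 2 are on the immediate early list, had a median of 0.46, with 10 of them higher. Their p by fry, a two-sided rotation test, was 0.00342. The list was written after several of its values had been seen. Handling was not recorded apart from genotype, so that stress and Ptch1 ablation cannot be told apart.

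Keratins moved against one another. Krt15 fell from 35.5 ± 10.3 to 0.313 ± 0.541, Krt14 from 9.09 ± 1.00 to 0.284 ± 0.456, Krt4 from 24.7 ± 11 to 1.38 ± 1.2, Krt5 from 8.44 ± 4.78 to 0.242 ± 0.418 and Krt19 from 7.96 ± 5.24 to 0.315 ± 0.303 CPM (SD, n = 3 each), in the same direction under every alternative run. Ablated replicate 1 held 19 counts of Krt14 and the others 1 and 0, and without it the log2 fold change of Krt14 went from -4.98 to -8.43. Krt19 was not called without control replicate 1 (-3.94) or ablated replicate 1 (-4.68), and Krt4 not with DESeq2 (-4.15). Gpha2 fell from 503 ± 151 to 46.5 ± 14.3 CPM (SD, n = 3 each, -3.44 ± 0.28, SE, edgeR adjusted p = 9.02e-06). Krt12, the keratin of corneal epithelium, went the other way, with 21, 49 and 52 counts in ablated libraries and none in controls (at least 10.7-fold higher, edgeR adjusted p = 0.0177, a call lost with the replicate block and without ablated replicate 2 or 3, where the fitted log2 fold change was 8.22, 8.07 and 8.04). Krt4, Krt19 and Gpha2 were chosen after their values were seen. Differentiated corneal epithelium in the control preparations is argued against by the 0 counts of Krt12 there. Epithelial cells without Krt12, such as limbal ones, may contribute. Aldh3a1, also a keratocyte marker, passed (log2 fold change -0.63, edgeR adjusted p = 0.000727) and is left out here. The 5 other epithelial markers tested besides keratins had a median log2 fold change of -1.26. The most abundant of these 5 in controls, Perp, was at 2.75 ± 1.03 CPM (SD, n = 3). Of these, 0 passed an edgeR adjusted p of 0.05. Their low counts keep this open. Loss of keratin transcripts from keratocytes with Ptch1 ablation was not tested.

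Changed genes lay next to each other more often than chance gives. Of 13808 tested genes placed in RefSeq order, 5.53% were changed, and they made 75 adjacent pairs against a median of 42 in 1000 shuffles of the calls (highest 64). In 63 of the 75 both genes moved the same way. Near-identical paralogs are argued against as the whole cause: without pairs sharing the first 3 letters of their symbols 60 pairs were left, against a shuffled median of 40 (one-sided permutation p = 0.002), 52 of them moving the same way. Similar expression of neighbours is argued against as well, since shuffles among genes of like mean count gave at most 66 pairs. Flanking DNA within 50 tested genes of Ptch1 or Prrx1 accounts for at most 1 of the 75 pairs. DNA carried along with the modified alleles outside these windows was not tested. In those windows 7 of 100 genes around Ptch1 (exact binomial p = 0.507, two-sided) and 10 of 100 around Prrx1 (p = 0.0733, exact, two-sided) were changed. Transcription running on into the next gene could not be separated: 46.2% of the 52 same-way pairs without shared first letters lay on one strand, against 47.1% of all adjacent pairs of that kind (Fisher's exact p = 1, two-sided), and run-on reads of either strand would be counted if the libraries were unstranded. Shared enhancers are a hypothesis that stays open. Examples, chosen after their values were seen, are Fancc beside Ptch1 (1.38 ± 0.27, SE, edgeR adjusted p = 0.00664) and Gab1, 3 tested genes from Hhip (2.91 ± 0.14, SE, 2.39e-07), with the genes between Hhip and Gab1 not past the threshold.

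The spread between replicates at low counts has an unusual form. Between means of 10 to 30 and of 100 to 300 counts the ratio of variance to mean rose 1.45-fold in controls and 1.61-fold in ablated cells while the mean rose 10.3-fold, which argues against a constant coefficient of variation between animals as the whole cause. Reads split between similar genes are argued against too, because genes with whole counts in every library had a ratio of 21.7 in controls at means of 10 to 30. A candidate explanation is that reads far outnumber the RNA molecules captured, so that each molecule brings many reads at once: the ratio of 19.8 at means of 10 to 30 would then be near the reads per molecule. This cannot be told apart from larger differences between animals in weakly expressed genes, since the data hold no repeat library of one animal and no molecular identifiers. If it holds, deeper sequencing of these libraries would add little precision to weak genes.

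The count per FPKM of a gene reflects its effective length in a library and would shift with transcript isoforms. Of 6517 genes with an FPKM of at least 5 and at least 100 counts in every library, 0 differed between groups at a limma adjusted p of at most 0.05, and 302 had an unadjusted p under 0.05. No shift in isoform length was detectable by this measure, which is coarse.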
